A study of Mus musculus with 6 samples. Its data were reported in "A eutherian-specific microRNA controls the translation of Satb2 in a model of cortical differentiation" (2021).

How the data were processed

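Transcript levels were measured by RNA-seq in 6 libraries of E14Tg2A mouse embryonic stem cells that had been differentiated to cortical neural cells under Wnt and BMP inhibition. Cells were transfected at day in vitro 12 (DIV12) with 25 pmol per well of a locked nucleic acid (LNA) inhibitor of miR-541-5p or of a control antago-miR, and were harvested at DIV17. Each group held 3 libraries made with the SMART-Seq HT PLUS kit. Groups and replicate numbers were taken from the sample titles.

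The authors quantified transcripts with Salmon on mm10, per the submitters' processing notes, which give no version. The deposited per-sample values are a signal: estimated reads per transcript that the authors scaled between samples by a method that the labels do not state. The values are not whole and the column totals are alike. Transcripts with low values are not in the table: the lowest mean over all 6 samples was 40.1, and each transcript was above 0 in at least 2 samples. The table lists 21571 transcripts of 11882 genes. Of these transcripts, 17564 are protein-coding, 1955 are retained introns, 1081 are targets of nonsense-mediated decay, 746 are long noncoding RNAs and 183 are processed pseudogenes. The authors' deposited comparison table gives, for the same transcripts, group means as a signal with 0.0001 in place of 0, and their ratio as log2. It also gives a statistic and a probability of differential expression, each a score made by the authors, with the column names of the noiseqbio test of NOISeq. The probability is not a p-value, and the threshold applied here was 0.95.

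Depth was judged from the values. The totals of the normalised values ran from 19.1 to 20.1 M per library. In 21.0 to 26.0% of the low single-transcript values a common step per library gave whole numbers (tolerance 0.02), against 4% by chance, and those steps put the depth at 13.7 to 25.3 M reads. The remaining values were not whole at that step, so read counts could not be recovered and no model of counts was fitted.

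The value of a gene was the sum of its listed transcripts. Genes and transcripts with a mean of at least 10 were tested, which removed none. Differences were tested on log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend on the mean level), without a block, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 differences are antago-miR-541 minus control as the libraries are labelled, with the standard error (SE) of the fit. Transcript usage was tested with diffSplice of limma in the 5458 genes with more than 1 listed transcript. Gene annotation was GENCODE M21 (GRCm38, the assembly of mm10), which held 21527 of the transcripts, 21489 of them in the same version. Normalised values are given as mean ± SD over the 3 libraries of a group.

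Before the data were examined, 31 gene lists were fixed, along with the tests, the alternatives and the rule for named genes. A list needed 3 measured members, and 29 lists had them. Lists were tested with camera of limma at its preset correlation of 0.01, and again with the correlation estimated from the residuals. The fry test stood beside it. Some genes stand on more than 1 list, among them Bcl11b, Fezf2 and Cux1, which are cell identity factors and layer markers. The genes to be named were Satb2, Cux1, Tbr1, Bcl11b, Fezf2, Eomes and Mirg in any case. To these were added the 10 highest and 10 lowest genes past the threshold with non-overlapping groups and a mean of at least 50 in a group, with places left over filled by the smallest unadjusted p in each direction. Up to 4 members of each described list with the smallest unadjusted p, 5 called transcripts per direction with the largest difference of means, and 5 genes of changed usage completed the rule.

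Genes with at least 1 site for miR-541-5p in the 3′UTR (8mer, 7mer-m8 or 7mer-A1) were compared with the other genes that have an annotated 3′UTR, 11441 in all, by camera and by a linear model of the log2 difference on site, 3′UTR length and mean level. The 7mer-m8 site, which matches bases 2 to 8, was ranked among all sequences of 7 bases found in at least 100 genes. The same was done for miR-451a, because the treatment label names miR-451-5p.

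The tests were tried on simulated data with the spread of these libraries, drawn independently for each gene or transcript, in 1 run per setting. Such data hold no correlation between genes or transcripts, so their counts of false calls may be too low for the real libraries. With no change, limma called 0 genes and 0 transcripts. Among genes with a simulated log2 difference of 0.5 it recovered 30%, and with a difference of 1 it recovered 78%. For transcripts the shares were 6% and 34%. Usage by diffSplice gave 17 false calls with no change, and limma on each transcript's log2 ratio to the rest of its gene gave 0. With 100 genes in which a pair of transcripts moved by a log2 difference of 1 in opposite directions, diffSplice recovered 56% and made 62 false calls, and limma on ratios recovered 29% and made 4.

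Alternatives were pseudocounts of 0.1 and 10, other filters, rescaling by median-of-ratios or TMM factors, a block on replicate number, eBayes without a trend or robust, protein-coding genes alone, an adjusted p under 0.1, other definitions of a seed site, and each library left out in turn. A mean of at least 200, limma on transcript ratios, and removal of trends on GC content and transcript length were chosen after seeing the data. Replicate numbers did not pair the samples: the group-centred profiles of libraries that share a number had correlations across genes of 0.0321, 0.00177 and -0.0129. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the figures. NOISeq was not run. No sample and 0 columns of the per-sample table were left out.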

Results

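The data collected were transcript levels in 6 RNA-seq libraries of cortical neural cells grown from E14Tg2A, a mouse embryonic stem cell line. Cells had received at DIV12 an antago-miR, an LNA oligonucleotide that binds a microRNA and blocks it, and were harvested at DIV17. There were 3 libraries labelled antago-miR-541 and 3 labelled control antago-miR. The totals of normalised values were 19.4, 19.1 and 20.1 M for antago-miR-541 replicates 1 to 3 and 19.5, 19.8 and 19.4 M for control replicates 1 to 3. The estimated depths were 19.4, 13.7 and 22.8 M reads and 16.7, 19.3 and 25.3 M reads in the same order. The number of transcripts listed at 0 ran from 249 in control replicate 3 to 486 in antago-miR-541 replicate 2. The study describes the replicates as independent experiments, and the labels add no detail on how they were grown.

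The group names could not be checked against the target itself. Mir541 (chromosome 12, 109742409 to 109742498, GRCm38) lies within its host gene Mirg (109729764 to 109749460), and Mirg is not among the listed genes. Satb2 (chromosome 1, 56793981 to 56978650) and Tbr1 (chromosome 2, 61802930 to 61814114), which encode transcription factors of cortical neurons, are not listed either and were not analysed here. The 2 deposited tables name the groups in opposite ways. In the authors' deposited comparison table, the mean named for miR-541 equals the mean of the 3 control columns of the per-sample table for all 21571 transcripts, within a relative tolerance of 1e-06 or an absolute tolerance of 0.0002. The mean named for the control equals that of the antago-miR-541 columns in the same way. Directions below follow the labels of the per-sample table, so the authors' deposited comparison table has the opposite sign throughout. The titles and the protocol name miR-541, whereas the treatment label names miR-451-5p.

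The comparison asks which transcripts differ at DIV17 after inhibition of miR-541, a microRNA that the study connects with the timing of Satb2 translation. In the libraries labelled antago-miR-541, neuronal genes were lower as groups than in the control libraries, and genes of the cell cycle and of mesenchyme were higher as groups, by small amounts. All 26 measured pan-neuronal and cytoskeleton genes were lower, with a median log2 difference of -0.19 (camera adjusted p = 1.69e-12). Of 28 synaptic vesicle and active zone genes, 27 were lower, with a median of -0.20 (adjusted p = 1.21e-09), and of 16 GABAergic neuron markers, 15 were lower, with a median of -0.24 (adjusted p = 4.60e-09). All 25 cell cycle genes were higher, with a median of 0.17 (adjusted p = 8.04e-08). All 12 measured members of the mesenchymal and endothelial list were higher, with a median of 0.25 (adjusted p = 0.00540). Its endothelial members Pecam1 and Cdh5 were not measured. With an estimated correlation the adjusted p was 0.484 for each of these 5 lists. The estimates were 0.66 for pan-neuronal, 0.60 for synaptic, 0.36 for GABAergic, 0.68 for cell cycle and -0.039 for mesenchymal genes. The preset of 0.01 was thus far too low for all but the mesenchymal list, and the small p values there overstate the evidence.

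No single member of these lists passed the threshold over all genes. Among pan-neuronal genes, 13 of 26 had an unadjusted p under 0.05 in limma. Elavl3, which encodes a neuronal RNA-binding protein, was at 5324 ± 836 against 6404 ± 183 (SD, n = 3 each) and had a log2 difference of -0.28. Dcx and Tubb3, which encode proteins of the neuronal microtubules, had differences of -0.28 and -0.25, and Tubb2b one of -0.17. Among synaptic genes, Snap91 was at 2034 ± 145 against 2460 ± 122, and Nrxn1, Erc2 and Erc1 had log2 differences of -0.25, -0.26 and -0.23. The GABAergic markers with the smallest p encode transcription factors of ventral forebrain neurons. Nkx2-1 was at 1564 ± 36.2 against 1921 ± 105, Dlx1 at 9033 ± 659 against 10635 ± 195, Arx at 4951 ± 449 against 5894 ± 197 and Dlx5 at 1846 ± 176 against 2221 ± 24.5. These 4 genes each had an adjusted p of 0.0324 when adjusted over the list alone, where 6 of 16 members passed. In the cell cycle list, Tpx2, which encodes a spindle protein, was at 2883 ± 516 against 2307 ± 118. Ccnb1, Mcm5 and Cenpa, a mitotic cyclin, a replication helicase subunit and a centromeric histone, had log2 differences of 0.29, 0.25 and 0.20. Tagln, which encodes a smooth muscle actin-binding protein, was at 125 ± 22.4 against 65.8 ± 12.8. Acta2, Col6a1 and Col1a2 had log2 differences of 0.61, 0.31 and 0.24.

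The antago-miR-541 libraries were unlike each other in these groups. The mean of the pan-neuronal list, relative to all 6 libraries, was 0.0586, -0.119 and -0.230 in antago-miR-541 replicates 1, 2 and 3, and 0.0606, 0.139 and 0.0912 in the control libraries. The mean of the cell cycle list was -0.111, 0.0581 and 0.310 in the antago-miR-541 libraries and -0.0701, -0.103 and -0.0837 in the controls. Antago-miR-541 replicate 1 thus stood beside the controls in the pan-neuronal list and was the lowest of all 6 libraries in the cell cycle list. Over libraries the group difference was 0.171 (SE 0.123) for the cell cycle list and -0.194 (SE 0.0871) for the pan-neuronal list. Mesenchymal markers separated the groups, at 0.116, 0.128 and 0.216 against -0.125, -0.227 and -0.108, and so did GABAergic markers, at 0.0038, -0.131 and -0.209 against 0.110, 0.144 and 0.0818. Without antago-miR-541 replicate 3 the cell cycle median was 0.044 and those of the pan-neuronal, synaptic, GABAergic and mesenchymal lists were -0.12, -0.12, -0.15 and 0.16, and without antago-miR-541 replicate 1 the cell cycle median was 0.27. Leaving out any library kept the 5 calls at the preset correlation, and the mesenchymal call was lost among genes with a mean of at least 200 (median 0.15, adjusted p = 0.106). At that preset, other divisions of the 6 libraries into groups of 3 gave up to 15 called lists, against 16 here. Keeping a call therefore does not show an effect of the groups.

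**Figure D1:**
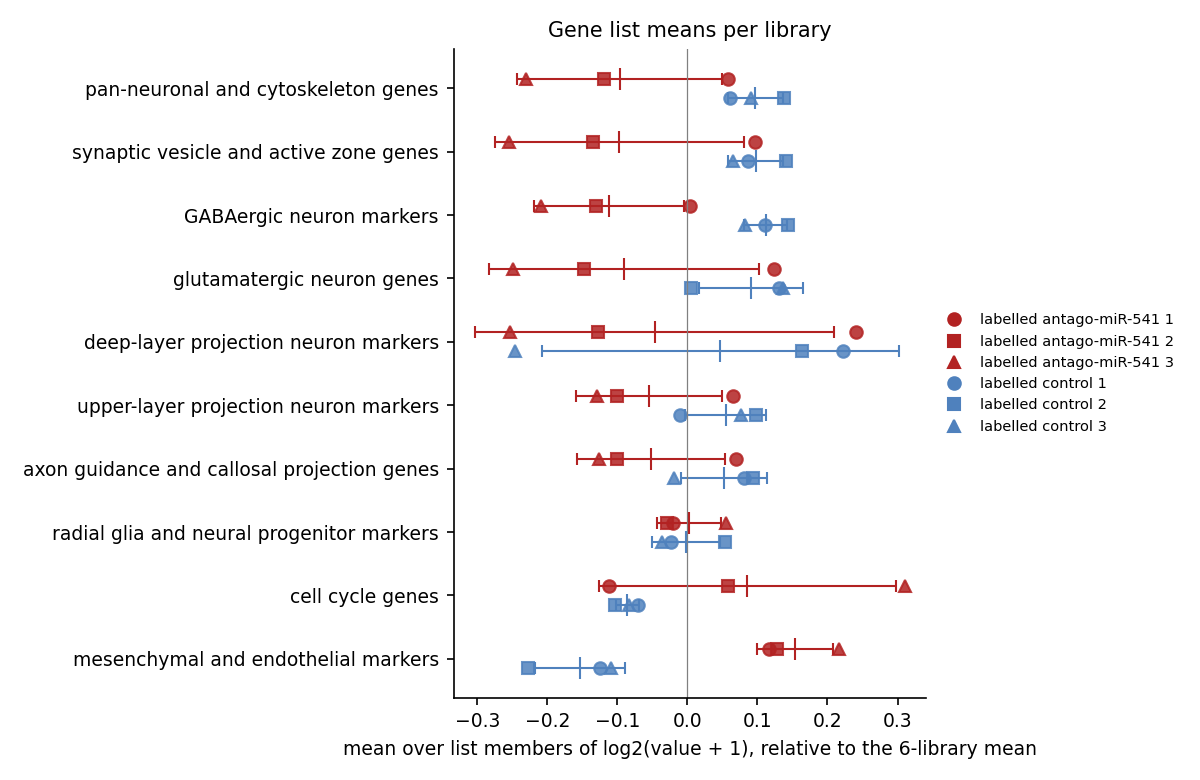
Mean log2 level of 10 gene lists in each library, relative to the mean of all 6 libraries. Points are libraries and bars show the mean ± SD of the 3 libraries of a group. Antago-miR-541 replicate 1 lies beside the controls for the pan-neuronal list (0.0586) and below them for the cell cycle list (-0.111).

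Lists of markers of cortical projection neurons and of axon growth were also lower as groups, as far as their members were measured. Satb2, Tbr1, Slc17a6, Slc17a7, Neurod2 and Neurod6 are members that are not listed, whereas all 16 GABAergic markers are. These lists therefore do not show which type of neuron the lower values came from. Of 13 upper-layer markers, 12 were lower, with a median log2 difference of -0.15 (adjusted p = 0.00540), and 10 of 13 deep-layer markers were lower, with a median of -0.15 (adjusted p = 0.0124). The 3 measured cell identity transcription factors were lower, with a median of -0.17 (adjusted p = 0.0452). Of 15 glutamatergic genes, 13 were lower, with a median of -0.20 (adjusted p = 0.00784), and 34 of 46 axon guidance and callosal projection genes, with a median of -0.13 (adjusted p = 4.94e-04). All 6 measured oligodendrocyte lineage markers were lower, with a median of -0.24 (adjusted p = 0.0212). With an estimated correlation the adjusted p was 0.484 for each of these lists except the glutamatergic list, where it was 0.499.

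Bcl11b (chromosome 12, 107910403 to 108003602), a regulator of subcerebral projection neurons, was at 4439 ± 523 against 5311 ± 233 (SD, n = 3 each), a log2 difference of -0.26 ± 0.0882 (SE). It did not pass over all genes (adjusted p = 0.681), and when adjusted over the list alone it passed in the cell identity list (adjusted p = 0.0416) and not in the deep-layer list (adjusted p = 0.0601). Cux1 (chromosome 5, 136248135 to 136567490), a factor of upper-layer neurons, was at 3515 ± 305 against 3948 ± 285. Fezf2 (chromosome 14, 12342094 to 12348189), a factor of layer V neurons, was at 103 ± 58.2 against 103 ± 32.4, and the sign of its log2 difference turned without antago-miR-541 replicate 2 (0.40) or control replicate 1 (0.0089). Among deep-layer markers, Lmo3 was at 3006 ± 198 against 3704 ± 108 and Sox5 at 516 ± 48.4 against 703 ± 35.3, with an adjusted p of 0.0156 each when adjusted over the list alone, and Foxp2 had a log2 difference of -0.31. Pou3f2, a POU factor of upper-layer neurons, was at 738 ± 55.0 against 918 ± 47.7, and Pou3f1 and Cux2 had differences of -0.13 and -0.19. In the glutamatergic list, Nlgn1, Camk2a, Grin2b and Camk2b, which encode proteins of the excitatory synapse, had differences of -0.39, -0.21, -0.23 and -0.20. In the axon guidance list, the receptors Ryk, Epha4 and Plxna3 had differences of -0.40, -0.25 and -0.19, and Ank3, a scaffold of the axon initial segment, had one of -0.27. Olig2 and Olig1, factors of the oligodendrocyte lineage, had differences of -0.32 and -0.30, Cnp one of -0.30 and Mbp one of -0.10.

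Each of these calls was lost on leaving out at least 1 library. Without antago-miR-541 replicate 3 the upper-layer, deep-layer, cell identity, glutamatergic, axon guidance and oligodendrocyte lists did not pass (adjusted p = 0.0708, 0.225, 0.116, 0.489, 0.0607 and 0.411), with medians of -0.053 for the glutamatergic, -0.079 for the axon guidance and -0.12 for the oligodendrocyte list. Without control replicate 1 the deep-layer, glutamatergic and cell identity lists did not pass (adjusted p = 0.0859, 0.0509 and 0.201), and the cell identity list also failed without antago-miR-541 replicate 2 (0.251), without control replicate 2 (0.0840) and after rescaling by median-of-ratios or TMM factors (0.0507 and 0.0508). Without antago-miR-541 replicate 1 the medians were -0.34 for cell identity, -0.29 for deep-layer, -0.24 for upper-layer, -0.30 for glutamatergic and -0.20 for axon guidance genes. Without control replicate 3 the cell identity median was -0.30, without control replicate 2 the deep-layer median was -0.092, and without antago-miR-541 replicate 2 the axon guidance median was -0.083. With trends on GC content and transcript length taken out of each library, the cell identity list did not pass (adjusted p = 0.0511 against 0.0452 before), although its median was as large (-0.183, with an SD of 0.0303 over its members, against -0.169, SD 0.0628), and the medians of the glutamatergic and axon guidance lists were -0.12 and -0.067.

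The remaining called lists, outside the neuronal programme, differed by less or held few genes. All 13 measured mitochondrially encoded genes were lower, with a median of -0.10 (adjusted p = 0.00549), and 30 of 36 cytosolic ribosomal protein genes were higher, with a median of 0.05 (adjusted p = 0.0124). Dlk1, Begain and Dio3, the 3 measured genes of the imprinted Dlk1-Dio3 locus that also holds Mir541, were lower by label, with log2 differences of -0.30, -0.28 and -0.30 (adjusted p = 0.0283). Of 15 microRNA pathway genes, 12 were lower, with a median of -0.09 (adjusted p = 0.0287). Among them Ago1, an Argonaute protein, had a difference of -0.25, Tnrc6a and Ddx17 had differences of -0.20 and -0.17, and Xpo5, the exportin of microRNA precursors, had one of 0.16. Of 21 caudal and ventral nervous system markers only 4 were measured, with no Hox, En or Pax gene among them. All 4 were higher, with a median of 0.16 (adjusted p = 0.0397), whereas the ventral forebrain factors Nkx2-1, Dlx1, Dlx5 and Arx above were lower. Foxa2 (chromosome 2, 148042877 to 148046969), a factor of the floor plate, was at 231 ± 27.5 against 132 ± 14.1 and had an adjusted p of 0.0113 when adjusted over the list alone. Shh, Irx3 and Otx2 had differences of 0.18 ± 0.136, 0.14 ± 0.244 and 0.06 ± 0.224 (SE), so the list rested mainly on Foxa2. With an estimated correlation the adjusted p was 0.611 for mitochondrial genes, 0.797 for ribosomal genes and 0.484 for the other 3 lists. The 4 mitochondrial genes with the smallest p, mt-Nd3, mt-Atp8, mt-Co3 and mt-Nd4l, had differences of -0.26, -0.16, -0.13 and -0.21, and Rpl14, Rps7, Rplp0 and Rpl5 had differences of 0.10, 0.11, 0.11 and -0.12.

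These 5 calls were also lost on leaving out single libraries. Without antago-miR-541 replicate 3 none of them passed (adjusted p = 0.680 for mitochondrial, 0.991 for ribosomal, 0.116 for Dlk1-Dio3, 0.175 for microRNA pathway and 0.138 for caudal and ventral genes), and the medians of the mitochondrial and ribosomal lists were -0.016 and -0.016. Without antago-miR-541 replicate 1 the Dlk1-Dio3 (0.120) and caudal and ventral (0.0843) lists did not pass and the medians were -0.23 for mitochondrial, 0.094 for ribosomal and 0.28 for caudal and ventral genes. Without antago-miR-541 replicate 2 the microRNA pathway (0.0524, median -0.052) and caudal and ventral (0.0510) lists did not pass, and the mitochondrial median was -0.066. Without control replicate 1 the ribosomal (0.202, median 0.035), microRNA pathway (0.0528) and caudal and ventral (0.194) lists did not pass. Without control replicate 2 the Dlk1-Dio3 list (0.112) did not pass, and without control replicate 3 the mitochondrial (0.0559), Dlk1-Dio3 (0.0622) and microRNA pathway (0.0591) lists did not. The caudal and ventral call was lost with a replicate block (0.0532) and among genes with a mean of at least 200 (0.375), and Irx3 and Otx2 turned sign without single libraries. With trends on GC content and transcript length taken out of each library, the Dlk1-Dio3 (0.0803), microRNA pathway (0.282) and ribosomal (0.212) lists did not pass. The Dlk1-Dio3 median stayed at -0.285 (SD 0.0923 over its members) against -0.297 (SD 0.0106) before, while the medians of the microRNA pathway (-0.052, SD 0.105, against -0.091, SD 0.109) and ribosomal (0.027, SD 0.0650, against 0.053, SD 0.0589) lists were nearer to 0. The mitochondrial median was -0.16.

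**Figure D2:**
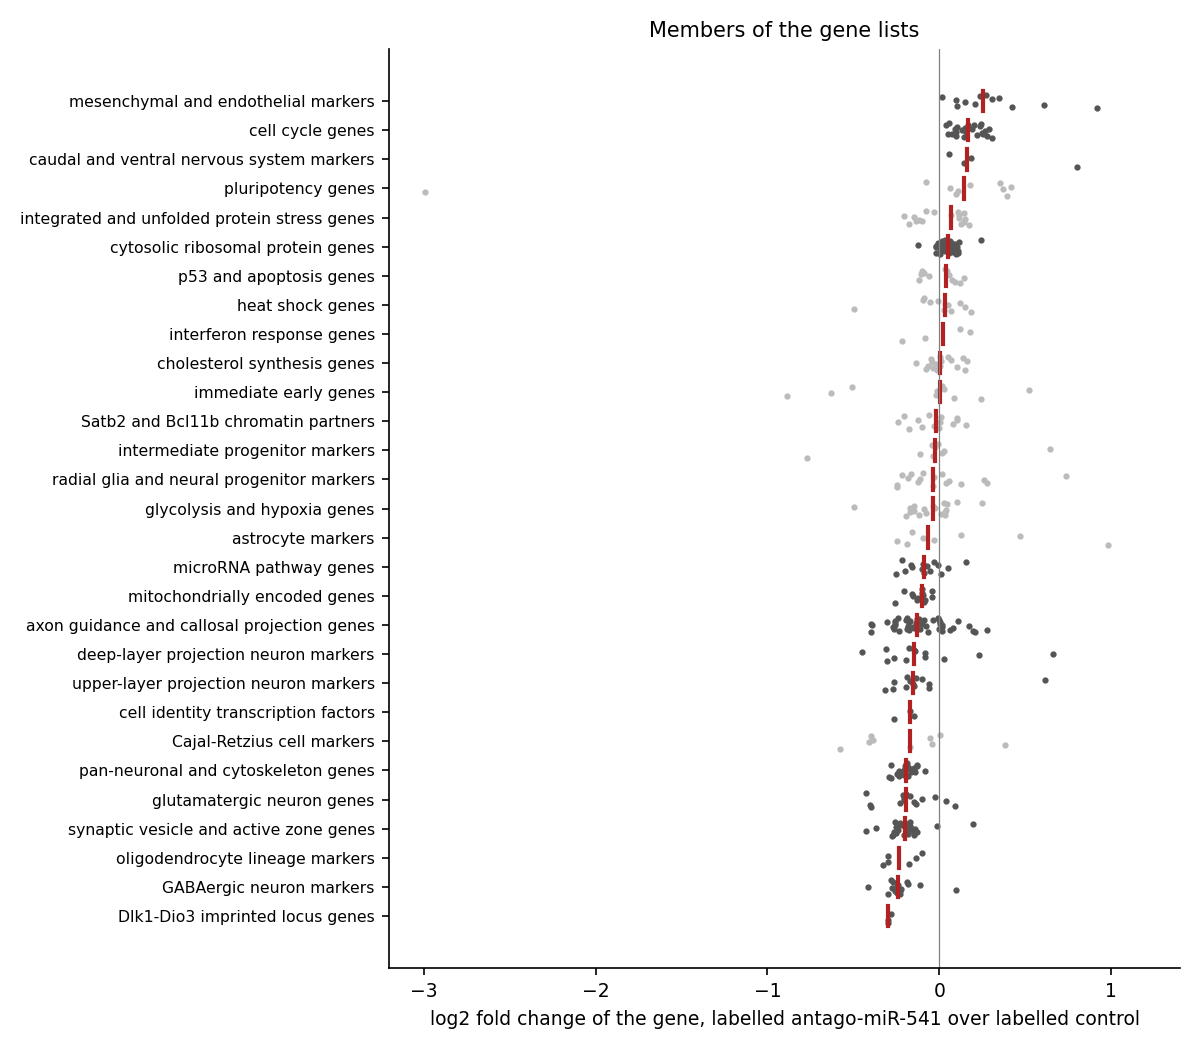
Log2 difference of each measured member of the 29 tested lists, antago-miR-541 minus control as labelled, with points for genes and red bars for medians. Lists past an adjusted p of 0.05 with the preset correlation are in dark points and the others in grey, and all 26 pan-neuronal genes lie below 0 and all 25 cell cycle genes above it.

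The other 13 tested lists did not pass. Of 10 pluripotency genes, 8 were higher, with a median of 0.14 and a mean of -0.11 (adjusted p = 0.0541), and the list passed without antago-miR-541 replicate 1 (0.0186) or control replicate 2 (0.0105), with a pseudocount of 0.1 (0.0495), with a replicate block (0.0276) and among genes with a mean of at least 200 (0.0123). Radial glia and neural progenitor markers, 17 measured, had a median of -0.04, with 7 higher and 10 lower (adjusted p = 0.439). Intermediate progenitor markers, 9 measured, had a median of -0.02 (adjusted p = 0.654). Among them Eomes (chromosome 9, 118478212 to 118486132), a factor of these progenitors, was at 139 ± 32.3 against 88.1 ± 16.1. Of 9 Cajal-Retzius markers, 7 were lower, with a median of -0.17 (adjusted p = 0.339). Astrocyte markers, 8 measured, had a median of -0.06 and a mean of 0.11, and camera gave the direction as up (adjusted p = 0.870). The 14 chromatin partners of Satb2 and Bcl11b had a median of -0.02 (adjusted p = 0.482). Glycolysis and hypoxia genes, 19 measured, had a median of -0.04 (adjusted p = 0.439), and passed as higher without antago-miR-541 replicate 1 (median 0.17, adjusted p = 0.0160) and as lower without antago-miR-541 replicate 3 (median -0.21, adjusted p = 4.28e-08). Stress genes of the integrated and unfolded protein responses, 17 measured, had a median of 0.07 (adjusted p = 0.654) and passed without antago-miR-541 replicate 1 (0.0276). Heat shock genes had a median of 0.03 and a mean of -0.0087 over 12 genes (adjusted p = 0.588), and p53 and apoptosis genes a median of 0.04 over 12 genes, with camera giving the direction as down (adjusted p = 0.997). Interferon response genes had a median of 0.02 and a mean of -0.00024 over 4 genes (adjusted p = 0.997), immediate early genes a median of 0.0031 and a mean of -0.12 over 10 genes (adjusted p = 0.758), and cholesterol synthesis genes a median of 0.0040 over 17 genes (adjusted p = 0.654). Of the microglia and blood cell markers 0 were measured, and of the choroid plexus markers 1, Otx2, so neither list was tested. By fry, no list passed as a change in 1 direction (lowest adjusted p = 0.196). As changes in either direction, the immediate early list (adjusted p = 0.00525) and the mesenchymal list (adjusted p = 0.0366) passed.

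Gene by gene, limma called 0 of 11882 genes (lowest adjusted p = 0.681), and 820 genes had an unadjusted p under 0.05 where 594 would have by chance, 354 of them higher and 466 lower. Rescaling by median-of-ratios factors made this split 423 and 421. The median absolute log2 difference was 0.107 and the median SE 0.118, and 12.8% of genes had non-overlapping groups, where chance gives 10%. These chance values give no spread for correlated genes. Other divisions of the 6 libraries into groups of 3 gave from 210 to 1209 genes with an unadjusted p under 0.05. The 820 therefore do not show an effect of the groups. The genes with the smallest p among those higher did not pass. Utrn (chromosome 10, 12382188 to 12869365), which encodes the dystrophin relative utrophin, was at 1369 ± 91.3 against 937 ± 62.1, a log2 difference of 0.55 ± 0.0906 (SE). Ccn1, a secreted matrix protein, was at 745 ± 41.9 against 530 ± 24.4. Trh, the thyrotropin-releasing hormone, was at 605 ± 81.6 against 377 ± 45.8, and Vcl, the adhesion protein vinculin, had a log2 difference of 0.44. Arid3a, Phldb2, Sh3bgrl2 and Cchcr1 had log2 differences of 0.63, 0.53, 0.53 and 0.77, and the processed pseudogenes Rpl15-ps3 and Gm9385, whose reads can be shared with their parent genes, had 0.70 and 0.60. Among those lower, Foxo6 (chromosome 4, 120267079 to 120287349), a forkhead factor of the brain, was at 173 ± 36.4 against 401 ± 104, a log2 difference of -1.19 ± 0.236 (SE). Fat3, a protocadherin, was at 745 ± 42.1 against 993 ± 31.7 and Erbb4, a neuregulin receptor, at 2110 ± 199 against 2690 ± 24.7. Amer2, Mbd2 and Phf1 had log2 differences of -0.37, -0.73 and -0.56, beside Lmo3, Sox5 and Nkx2-1 above. Gm43951 was at 107 ± 98.8 against 364 ± 46.8, and without antago-miR-541 replicate 1 it was the 1 gene called (log2 difference -2.86, adjusted p = 0.0189), with 2287 genes at an unadjusted p under 0.05. Without antago-miR-541 replicate 2, or control replicates 1 or 2, 463, 504 and 453 genes had such a p.

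Summed to genes, the groups did not separate on the first principal component, which held 27.7% of the variance. On it the antago-miR-541 libraries lay at -7.44, 22.5 and 31.3 and the controls at -27.3, -16.5 and -2.53. The mean Pearson correlation across genes was 0.952 within groups and 0.95 between them, and antago-miR-541 replicate 1 had a mean of 0.947 with its own group and 0.954 with the controls. Control replicate 3 likewise had 0.9576 with its own group and 0.9585 with the antago-miR-541 libraries. At the level of transcripts the groups did separate on the first component (26.7% of the variance), with the antago-miR-541 libraries at -18.4, -117 and -35.6 and the controls at 82.2, 57.1 and 32.0. There the mean correlation was 0.794 within groups and 0.772 between them, and antago-miR-541 replicate 1 had 0.784 with its own group and 0.782 with the controls. Genes and transcripts are not independent replicates, so these correlations describe likeness alone.

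**Figure D3:**
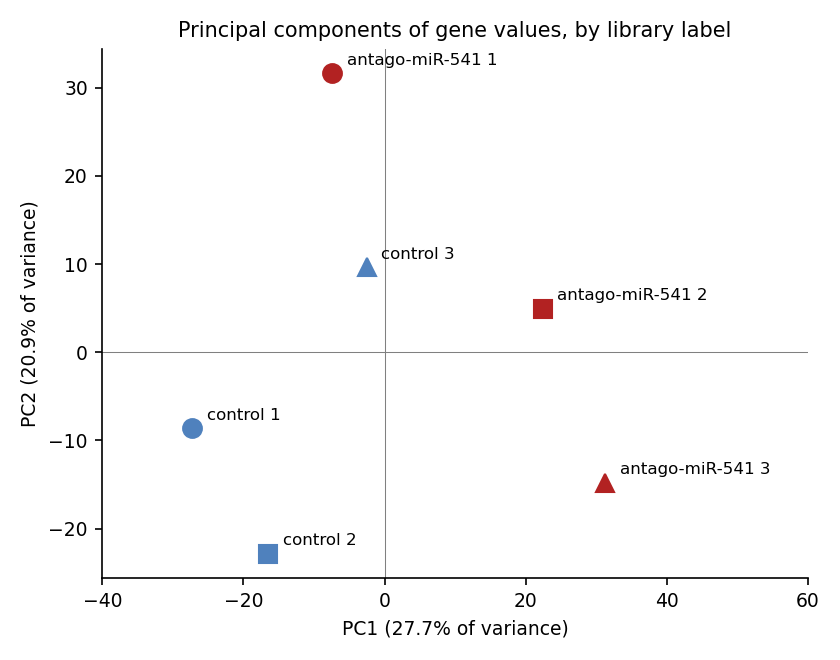
Positions of the 6 libraries on the first 2 principal components of log2(value + 1) over all genes, with the share of variance of each on its axis (27.7% and 20.9%). Points are libraries coloured by label, and antago-miR-541 replicate 1, at -7.44 on the first component, lies there between control replicates 2 and 3.

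At the level of transcripts, the transcripts that the study called, which were chosen for their differences, differed by more than the totals of their genes. In the authors' deposited comparison table, 489 transcripts of 454 genes have a probability above 0.95, of which 404 were lower and 85 higher in the libraries labelled antago-miR-541. Among these called transcripts, 425 belong to genes with more than 1 listed transcript, and they had a median absolute log2 difference of 1.58 where the totals of their genes had 0.136 (median SE 0.0918). For 296 of them (69.6%) the other transcripts of the gene moved the opposite way, against 52.0% of 14722 transcripts that were not called. The 64 called transcripts of single-transcript genes had a median of 0.285. All 3 libraries of a group were listed at 0 for 77 called transcripts, in 45 cases the antago-miR-541 group and in 32 the controls. For 33 of them the other group was above 0 in all 3 libraries, and for 44 it also held a 0. Every such transcript, 77 in all, was called, and the authors' group means hold 0.0001 in place of 0.

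Among called transcripts, the highest by difference of means were those of Gm15459, a processed pseudogene whose reads can be shared with its parent gene, at 23676 ± 527 against 21809 ± 567 (SD, n = 3 each), and of Prdx1, a peroxiredoxin, at 8869 ± 727 against 7611 ± 361. A transcript of Otud6b was at 1357, 1389 and 1549 in the antago-miR-541 libraries and at 0, 0 and 634 in the controls, while the gene total had a log2 difference of -0.02. A transcript of Tro was at 216, 1057 and 1786 against 0, 0 and 131, and a transcript of Gpm6b, a neuronal membrane protein, at 1774, 709 and 588 against 0, 0 and 172. The lowest was that of Tuba1a, a neuronal tubulin, at 106667 ± 6147 against 116722 ± 4562. It was followed by Sox11, a SoxC factor of young neurons, at 29483 ± 4003 against 36062 ± 1071, and Nnat, an imprinted gene of neurons, at 22079 ± 2263 against 26599 ± 1243. Marcks was at 27898 ± 4516 against 31555 ± 1578, and Sox4, another SoxC factor, at 20857 ± 1270 against 24371 ± 1058. By limma 0 of these 489 and 0 of all 21571 transcripts passed (lowest adjusted p = 0.0986), and 270 of the 489 and 1171 of all transcripts had an unadjusted p under 0.05, where 1079 of all would by chance. Other divisions of the 6 libraries gave from 611 to 1437 transcripts with such a p. The count of all transcripts that passed depended on the settings: 29 passed with eBayes without a trend, and 3 with a pseudocount of 10. Groups did not overlap for 315 of the 489 (64.4%) and for 12.1% of all transcripts, where chance gives 10%. The 270 became 176 without control replicate 1 and 173 without control replicate 2.

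**Figure D4:**
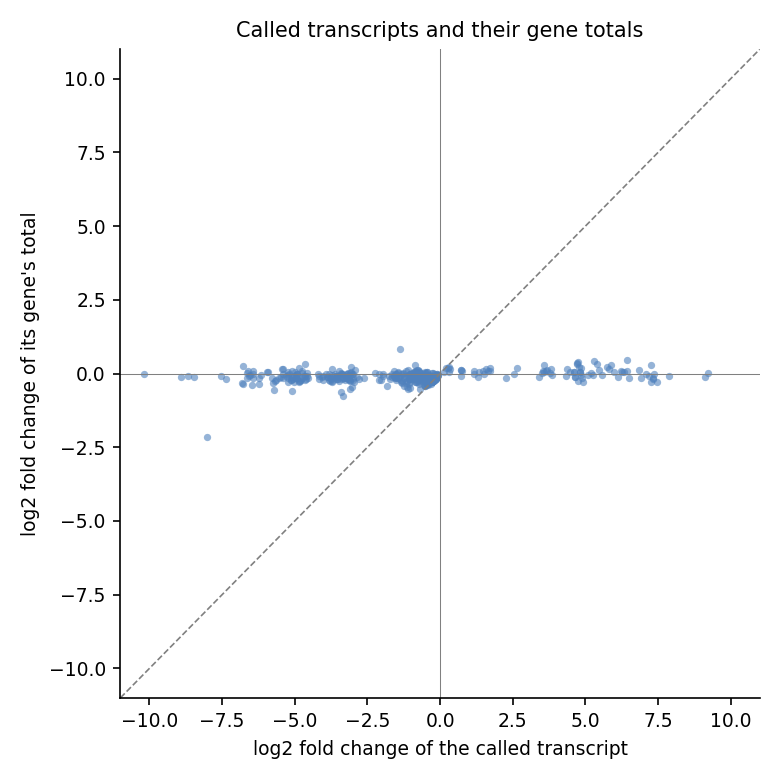
Log2 difference of each transcript called in the authors' deposited comparison table (x axis) against that of its gene total (y axis), for genes with more than 1 listed transcript, antago-miR-541 minus control as labelled. Points are transcripts and the dashed line marks equality, and the medians of the absolute values are 1.58 for transcripts and 0.136 for gene totals.

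Transcript usage, the share of a gene's output that each transcript takes, was called changed by diffSplice in 47 of 5458 genes. Agpat1, which encodes an acyltransferase of phospholipid synthesis, had the smallest adjusted p (3.73e-17). Its transcript ENSMUST00000114140.9 was at 600, 503 and 571 in the antago-miR-541 libraries and was listed at 0 in the 3 controls, while ENSMUST00000174595.1 was listed at 0 in the 3 antago-miR-541 libraries and was at 506, 490 and 454 in the controls. The total of Agpat1 had a log2 difference of -0.13 ± 0.0807 (SE). In Scn3b, a sodium channel subunit, a transcript was listed at 0 in the antago-miR-541 libraries and was at 118, 62.8 and 191 in the controls (adjusted p = 5.78e-09 for the gene). In Flna, the actin cross-linker filamin A, a transcript was listed at 0 against 137, 43.8 and 105, and in Btbd10 a transcript was listed at 0 against 83.7, 67.5 and 109. In Naa38 a noncoding transcript was at 99.8, 85.5 and 70.2 against 0 in the controls, and these 3 genes each had an adjusted p of 7.09e-09. Of the 47 genes, 34 had a transcript listed at 0 in a library, limma on transcript ratios called 18 genes, 16 of them among the 47, and diffSplice called 6 of 3001 genes among transcripts with a mean of at least 200. Other divisions of the 6 libraries into groups of 3 gave up to 36 genes. On simulated data with no change, drawn without correlation between transcripts, diffSplice called 17 genes. With 100 changed genes it recovered 56% of them and made 62 false calls, where limma on transcript ratios recovered 29% and made 4. With a replicate block diffSplice called 26, and without antago-miR-541 replicate 1, antago-miR-541 replicate 3 or control replicate 3 it called 84, 75 and 76.

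Genes with a 3′UTR site for miR-541-5p were not higher in the libraries labelled antago-miR-541. The 1492 genes with a site had a median log2 difference of -0.031, and the 9949 without had -0.0035. With 3′UTR length and level taken into account the effect of a site was -0.0143 ± 0.00944 (SE), and camera gave p = 0.144 and, with an estimated correlation, p = 0.296. Without antago-miR-541 replicate 3 the effect was -0.0066, and without antago-miR-541 replicate 1 it was -0.0232. In the latter case camera called the genes lower at the preset correlation and not with an estimated correlation. The 355 genes with a site for miR-451a, the microRNA of that number in the annotation, had an effect of -0.0190 ± 0.0177 (SE). With 8mer sites alone the effects were -0.0424 ± 0.0238 (SE) for miR-541-5p and -0.114 ± 0.0435 (SE) for miR-451a, and 2 or more sites gave -0.0254 for miR-541-5p and 0.0478 for miR-451a. Among genes with a mean of at least 200 they were -0.0055 and 0.0107, and at transcript level -0.0056 and -0.0021. On leaving out each library the effect for miR-451a ranged from -0.0346 (without control replicate 2) to 0.0012 (without antago-miR-541 replicate 3), with -0.0300 without antago-miR-541 replicate 2 and -0.0064 without control replicate 1, and it was -0.0093 with a pseudocount of 10.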

Values the study reported

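The study reported 489 mRNA species with significantly changed expression at DIV17 after transfection of antago-miR-541 at DIV12, compared with control antago-miR.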

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

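The count of 0 changed genes held under other pseudocounts, filters, rescalings, a replicate block, other variance settings, protein-coding genes alone and an adjusted p under 0.1, and leaving out each library gave 0 to 1. Filters at means of 0 and 50 removed no genes and so tested nothing at that level. The count of changed transcripts was 3 with a pseudocount of 10, 29 without a trend, 1 at an adjusted p under 0.1 and 0 to 4 on leaving out each library. The 16 lists became 0 with an estimated correlation and 6 to 17 on leaving out each library. The effect of miR-541-5p sites ranged from -0.0232 to -0.00661 on leaving out each library, and was -0.0424 for 8mer sites alone, -0.0254 for 2 or more sites, -0.00560 at transcript level and -0.00549 at a mean of at least 200. Genes with changed usage numbered 26 with a replicate block and 61 to 84 on leaving out each library. With choices made after seeing the data they numbered 6 at a mean of at least 200 and 18 by limma on transcript ratios. The called transcripts with an unadjusted p under 0.05 ranged from 173 to 300 on leaving out each library, and the named genes called from 0 to 1. Beyond fewer samples, fewer transcripts or the assumed correlation, the cause was not tested.

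All 774 values of the 78 named genes kept direction and side of the threshold under settings that keep every library, and so did 461 of 468 values with a library left out. No gene was called under the settings that keep every library, and filters that removed no genes repeated the main fit, so the 774 values show little beyond direction. Signs turned within the ranges on leaving out each library for Fezf2 (-0.55 to 0.40, with 0.0089 without control replicate 1), Otx2 (-0.18 to 0.20, with -0.12 without antago-miR-541 replicate 3), Irx3 (-0.094 to 0.38, with -0.054 without control replicate 2), the glycolysis list (-0.21 to 0.17) and the ribosomal list (-0.016 to 0.094). Medians of the radial glia, intermediate progenitor, astrocyte, stress, heat shock, interferon, p53, immediate early and cholesterol lists, none of them called, also turned sign under some settings. Of 346 list values with every library, 318 were the same, 25 lost the call and 3 gained it. Among those lost, 4 calls (cell identity, Dlk1-Dio3, microRNA pathway and ribosomal) ended with trends on GC content and length taken out, which left 12 lists. The cell identity and Dlk1-Dio3 medians stayed about as large (-0.169 to -0.183 and -0.297 to -0.285), and the microRNA pathway and ribosomal medians shrank (-0.091 to -0.052 and 0.053 to 0.027). The models of counts named beforehand were not run, because the values are not counts and reads could not be recovered. For the 1423 transcripts listed at 0 in a library, log2 differences depend on the pseudocount.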

Other observations

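Tests chosen only after the result was seen were those of GC content and length (an alternative added after seeing the data), of depth, of the share of neurons, of the other transcripts of a gene, of derepression with the names exchanged, and the splits for lists, usage and seed sites. Astrocyte genes did not move as a group, but 2 members did when adjusted over the list alone: Slc4a4, a bicarbonate transporter, and Gja1, the gap junction protein connexin 43, with log2 differences of 0.98 and 0.47 (adjusted p = 0.0292 each). These members, and those of the lists in the next paragraph, were chosen after their values were seen. Among progenitor markers, Prom1 had a difference of 0.28, and Sox2, Sox1 and Hes5 had differences of -0.18, -0.16 and -0.25. Insm1, a factor of newborn neurons, had -0.77, in the direction opposite to Eomes.

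Of the immediate early genes 5 were higher and 5 lower, with Fos at 0.52, Ier2 at 0.24 and Nr4a1 at -0.88, each relative to the control libraries. Among pluripotency genes Pou5f1 and Lin28a had differences of 0.42 and 0.39 and Zfp42 one of -2.99. In each of these lists limma gave an unadjusted p under 0.05 for 2 higher and 0 lower members, so Nr4a1 and Zfp42 had no such p. Lhx5, a Cajal-Retzius marker, had -0.58, and 0 members of its list had such a p.

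The pattern of lower neuronal and higher cell cycle genes was strongest in antago-miR-541 replicate 3. Replicate 1 stood beside the controls in the pan-neuronal list. It stood below all 3 controls in the cell cycle list, against the pattern, and in the GABAergic list (0.0038 against 0.0818 to 0.144). Trends on GC content and transcript length explained 1.66% of the variance of the gene differences, and with them taken out of each library the pan-neuronal median was -0.191 (SD 0.0438), which argues against them as its cause, although the correction ended 4 of the 16 list calls. In the cell identity (-0.169 before, -0.183 after) and Dlk1-Dio3 (-0.297 before, -0.285 after) lists, of 3 members each, the medians stayed about as large and the adjusted p, 0.0452 and 0.0283 before, crossed the threshold, and in the microRNA pathway (-0.091 before, -0.052 after) and ribosomal (0.053 before, 0.027 after) lists the medians shrank. Depth stays open, since in 4 of 4 pairs in which the antago-miR-541 library was the deeper its pan-neuronal mean was the lower, but by more than the control SD of 0.0393 in only 3. A lower share of neurons as the sole cause would raise all other cell types alike. The oligodendrocyte lineage list was lower by 0.222 (SE 0.132) where the mesenchymal list was higher by 0.307 (SE 0.0486). They differed by 0.529 (SE 0.166), and by 0.391 (SE 0.183) among members with a mean of at least 200, more than 2 SE in both cases. This pair cannot decide the question, because it was chosen after other pairs had been compared. The oligodendrocyte list also had only 6 measured members, and its low mean rested mostly on antago-miR-541 replicate 3 (-0.362). Of the pairs compared before, the mesenchymal and radial glia effects differed by 0.303 (SE 0.0656) and by 0.142 (SE 0.0795) at that mean, and the cell cycle and radial glia effects by 0.168 (SE 0.107). A lower share of neurons stays open, as do a change in mesenchymal or dividing cells and the treatment itself. The 10 splits of 6 libraries are too few for a share under 0.05 (real and highest other split: 16 and 15 lists, 0 and 0 genes, 0 and 0 transcripts, with 10 and 10 splits at least as large in the last 2 cases and 1 in the first), and splits that group antago-miR-541 replicate 1 with 2 controls gave 1209, 909 and 1064 genes at an unadjusted p under 0.05 against 820, which points to a structure of the samples.

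A candidate explanation for the called transcripts is that reads of a gene were assigned to another of its transcripts. Per unit of change of a called transcript the other transcripts of its gene changed by a median of -0.42, where full reassignment needs -1, and for transcripts not called the median was -0.081. For as many transcripts with the largest log2 differences the median was -0.81 in the real grouping and -0.87 to -0.74 in the other splits, so offsets of that size also arose without the real grouping. The test planned first, in which the gene totals had 0.0859 times the median absolute log2 difference of the called transcripts, decides nothing because choosing transcripts with large differences lowers that ratio, and the other values do not separate reassigned reads from a true switch of isoforms, and both stay open. The real grouping had 77 transcripts listed at 0 in all 3 libraries of a group and 47 genes of changed usage, and the highest other splits had 37 and 36, so 1 of 10 splits was as large in each case, too few splits for a share under 0.05.

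The opposite group names in the 2 deposited tables could not be settled. If the per-sample labels are right, derepression of miR-541-5p targets would put the effect of the site AATCCCT above the 95th percentile of sequences of 7 bases, and it was at 37.8, with an effect of -0.0120 ± 0.0112 (SE) whose upper bound at 2 SE, 0.0105, lies below the 0.0163 of that percentile. That SE treats genes as independent, whereas the correlation estimated among the 1492 genes with a site was 0.0151. The bound is therefore too narrow to exclude derepression. The study also reports that miR-541 falls in progenitors after DIV12, before the harvest at DIV17, which limits what the sites can show. With the names exchanged the site was at 62.2, and 2 SE reach 0.0344, so derepression of that size cannot be excluded there either and the names cannot be told apart by the sites (37.8 is neither high nor low). In 4 of 10 splits the absolute effect of a site was at least the real 0.0143 (highest other 0.0173), and 10 splits allow no share under 0.05. Inhibition of translation without loss of mRNA was not measured, and no biological explanation was tested on these sites beyond derepression.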
